A study of Danio rerio with 6 samples.

How the data were processed

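The 6 libraries of ventricular cells, each from 15 pooled adult zebrafish ventricles, covered, per the labels, WT and clo(fv087b)/+ fish, each at sham, 3 dpa and 7 dpa. Ventricles were digested for 3 h at 4 °C, stained with Hoechst and sorted for single cells, and about 12000 cells with a viability above 85% were loaded per library (3' kit version 3.1), per the labels' protocols. The deposited matrices hold raw UMI counts per gene and barcode, per the file headers, which give software version 3.0.2. The rule by which barcodes had been called cells, the genome build and the annotation release were not stated in the labels or headers. Genes were named from the deposited feature lists, which pair Ensembl identifiers with symbols, and 528 symbols belonged to more than 1 identifier. For the fixed lists such identifiers were summed under the symbol (actc1a, c6, hbba1, mmp13a, rrm2 and ube2c). A RefSeq gene table of assembly GRCz12tu was used only to find the neighbours of npas4l, and no coordinates are given.

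The libraries held 12037, 9868 and 13534 barcodes (WT sham, 3 dpa, 7 dpa) and 9445, 9700 and 14816 (het), with median depths of 6380, 5996 and 4349 UMIs per barcode in WT and 4113, 3554 and 3740 in het. The median mitochondrial share was 3.85, 8.92 and 5.57% in WT and 4.22, 9.78 and 5.45% in het. Cells with at least 200 genes, at least 500 UMIs and at most 30% mitochondrial UMIs passed the filter: 11421, 9090 and 12756 in WT and 9016, 8994 and 14122 in het. Doublets were scored per library with Scrublet through scanpy 1.11.5. The barcodes with the highest scores were removed, 0.8% for every 1000 deposited barcodes, which came to between 7.56 and 11.9% of a library. Counts were normalised to 10000 per cell and logged, and 30 principal components of 2000 variable genes were computed without integration of the libraries. Clusters came from the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 on a graph of shared neighbours among the 15 nearest cells (scikit-learn 1.9.0). Other steps used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

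Clusters were named by marker genes for 12 cell types, epicardial and fibroblast markers being merged into 1 class; the markers vmhc, mmp13a.1, trac, ighm, hbba1.1 and ba1 were not among the deposited symbols. A cluster took the class whose markers had the highest mean log2 fold over all other cells. A name needed a mean of at least 0.75, a margin of at least 0.5 over the next class, and at least 3 markers raised at least 2-fold and detected in at least 10% of the cells. It was withheld from clusters with more markers of another class among their 10 leading genes, and from clusters with few UMIs per cell and no marker among those genes. The mean, the margin and the detection limit were set after the clusters had been seen. Classes rebuilt in this way carry the ending -like.

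Comparisons were het over WT at each stage and each injured stage over sham within a genotype. UMIs were summed per class and library and expressed as CPM of the class total. With 1 library per group no test, standard error or count of changed genes was computed for these comparisons. Permutation tests were used only for relations across the libraries. Ratios of shares and of sums carry exact conditional binomial intervals. Class shares, a list of 21 genes (npas4l, tal1, etv2, lmo2, runx1, gata1a, nrg1, vegfaa, aldh1a2, tgfb1a, il1b, tnfa, il11a, mmp9, mmp13a, fn1b, postnb, nppa, nppb and gata4, 1 gene being not reported here in any comparison) and a list of 27 cell-cycle genes were fixed before the data were examined, as were the markers, the filters, the alternatives and the following rule for further genes. In each class with at least 100 cells in every library (4 of 11), the 3 highest and 3 lowest genes by the smaller of a pair of absolute log2 ratios of the same sign were ranked, after adding 10 CPM. The pairs were het over WT at 3 and 7 dpa, and 3 dpa over sham in WT and het. A gene needed at least 50 UMIs in at least 1 library of each pair and a highest CPM in the class of at least 0.10 of its highest CPM in any class. All 3 were to be named in cardiomyocyte-like and thrombocyte-like cells and the first in each direction elsewhere. For the cell-cycle share every cell was thinned at random to 1000 UMIs, shallower cells being left out, and cells with at least 2 UMIs of the list were counted.

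The ranking, the intervals and the correlation across genes were tested on simulated data with 200 changed genes, drawn from the real sums of a class. In each of 8 simulations (het over WT and 3 dpa over sham in the 4 classes, on 2170 to 10636 genes) all 6 named genes were among the changed ones, and between 94.1 and 97.0% of the intervals covered the true ratio. The simulated counts carried Poisson error only, and each changed gene had the same change in both pairs. Spread between libraries was left out, so the simulations check the computation. They do not show that named genes would hold in other libraries.

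Alternatives for the cells were no further filter, a stricter filter (at least 500 genes, at least 1000 UMIs, at most 20% mitochondrial UMIs), no doublet removal, resolutions 0.5 and 2, ComBat on the library before the principal components, and naming each cell by its marker UMIs without clusters. Shares were also taken without erythrocyte-like cells and over named cells only. Scalings tried were TMM (edgeR 4.0.16 in R 4.3.3), the median of ratios, and totals without hemoglobin genes. Named genes were also ranked with pseudocounts of 1 and 50 CPM and minimums of 20 and 200 UMIs, and the cell-cycle share was taken with cells thinned to 500 or 2000 UMIs, without thinning, and with at least 1 or 3 UMIs of the list. Scrublet's automatic threshold was not used, because it marked 0, 0, 2.12, 0, 0.0103 and 0.554% of the barcodes of the 6 libraries. Lists of abundant transcripts of neutrophils (4 genes), macrophages (5) and cardiomyocytes (4) and of 19 interferon-stimulated genes were used to weigh explanations. Deposited reads were not analysed here.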

Results

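Single cells of adult zebrafish ventricles were profiled by 3' droplet RNA sequencing in 6 libraries, 1 for each combination of genotype (wild type, WT, and clo(fv087b)/+, a heterozygote of the cloche locus, het) and stage (sham, 3 and 7 days post amputation, dpa). The sham libraries carried that word in their titles, while their treatment label read untreated. Each library pooled 15 ventricles, so no group had a replicate, and no single group could be tested against another. A genotype effect common to all stages, with the stages as pairs, was not tested. The deposited matrices held 69400 barcodes. Total depth, in unique molecular identifiers (UMIs), was 117947578, 101340119 and 117535672 in the WT sham, 3 dpa and 7 dpa libraries, and 75454446, 63752936 and 117188558 in the matching het libraries. After filtering and removal of likely doublets, 10294, 8362 and 11330 WT cells and 8323, 8287 and 12391 het cells were kept, with median depths of 7377, 7620 and 5086 UMIs per cell in WT and 4584, 4600 and 4283 in het. Intervals given in parentheses are exact 95% intervals (Poisson for sums of UMIs, Clopper-Pearson for shares of cells), and they cover counting error only, not the spread between cells, fish or libraries.

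The gene at the cloche locus, npas4l (ENSDARG00000116511), was examined first as a check on the genotype labels. Its transcripts were scarce: 45, 64 and 40 UMIs were counted in the WT sham, 3 dpa and 7 dpa cells, and 20, 40 and 46 in the het cells. These sums corresponded to 0.43, 0.70 and 0.38 CPM (UMIs of the gene scaled to a common total) in WT and 0.29, 0.68 and 0.45 CPM in het. The log2 ratio of het over WT was -0.57 (-1.41 to 0.22) at sham, -0.03 (-0.64 to 0.56) at 3 dpa and 0.24 (-0.40 to 0.89) at 7 dpa, so no difference in the level of npas4l was detectable at this depth, and its level neither bore out nor contradicted the labels. The scaling that moved the sham ratio of npas4l most, the median of ratios, gave -0.80. In WT, npas4l was higher at 3 dpa than at sham by 0.70 on the log2 scale (0.13 to 1.28), and in het by 1.23 (0.43 to 2.09). At least 1 npas4l UMI was found in 0.833% of cardiomyocyte-like cells (median depth 17519 UMIs) and in 6 of 1704 thrombocyte-like cells, 0.352% (0.129 to 0.765%; median depth 1785 UMIs). In erythrocyte-like cells, taken as the background, npas4l was found in 0.115% (0.014 to 0.413%, median depth 757 UMIs), an interval that overlapped the thrombocyte-like one. These shares of cells depend on depth. Scaled to UMIs, npas4l stood at 1.849 CPM (0.679 to 4.025) in thrombocyte-like cells, on 6 UMIs. In cardiomyocyte-like cells it stood at 0.618 CPM (0.524 to 0.724), so the order was reversed but the intervals overlapped.

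Clustering of the 58987 kept cells of all libraries gave 38 clusters, which were named by fixed marker genes into 11 classes. Clusters that met no class held 20.5, 23.2 and 21.0% of the WT sham, 3 dpa and 7 dpa cells and 24.5, 24.3 and 23.6% of the het cells. A cluster of 405 cells closest to T or NK cells, kept out of a class by a margin set after the clusters were seen, held 0.86, 0.37 and 0.87% of the WT cells and 0.89, 0.18 and 0.78% of the het cells. Another kept out in that way, of 166 cells closest to epicardial or fibroblast and then endothelial cells, held 0.03, 0.04 and 0.49% of the WT cells and 0.06, 0.08 and 0.74% of the het cells. An unnamed cluster of 1424 cells, closest to epicardial or fibroblast cells but with 2 markers, held 2.95, 0.80 and 2.19% of the WT cells and 4.64, 0.88 and 2.79% of the het cells. Of 236 cells of 1 cardiomyocyte-like cluster, 93.6% came from the WT sham library. Of 1126 cells of a macrophage-like cluster led by cxcl11 and mx genes, 43.3% came from the WT sham library. A macrophage-like cluster of 872 cells was led by cell-cycle genes, and the largest cardiomyocyte-like cluster had heat-shock genes among its leading genes.

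The share of each class was compared between het and WT at each stage, to ask whether a heterozygous cloche allele went with another cell composition before and after injury. Thrombocyte-like cells, a single cluster led by itga2b, mpl, gp1bb and other markers, made up 1.88% (1.63 to 2.17%) of WT sham cells and 7.94% (7.37 to 8.54%) of het sham cells, a log2 ratio of 2.08 (1.84 to 2.31). At 3 dpa their shares were 0.68% and 0.91%, a log2 ratio of 0.41 (-0.11 to 0.93), not a detectable difference. At 7 dpa they were 2.33% (2.06 to 2.62%) in WT and 3.66% (3.33 to 4.00%) in het, a log2 ratio of 0.65 (0.43 to 0.87). Naming cells individually by their marker UMIs, without clusters, moved the sham ratio of the thrombocyte-like share most, to 3.65. Individual naming takes no account of free RNA of other cells, so the size of that value is uncertain. Cardiomyocyte-like cells made up 29.6, 30.4 and 21.4% of the WT sham, 3 dpa and 7 dpa cells and 14.6, 27.1 and 18.8% of the het cells, log2 ratios of -1.02 (-1.12 to -0.92), -0.16 (-0.24 to -0.08) and -0.18 (-0.27 to -0.10). Endothelial-like cells made up 14.1, 4.40 and 17.0% of the WT cells and 17.0, 5.08 and 10.9% of the het cells, with a log2 ratio of 0.27 at sham, 0.21 (0.00 to 0.41) at 3 dpa and -0.63 (-0.73 to -0.53) at 7 dpa. The 3 dpa ratio of the endothelial-like share became -0.09 when cells were named individually.

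Among the other classes, macrophage-like cells made up 25.6, 24.6 and 19.3% of the WT cells and 19.2, 22.3 and 20.2% of the het cells. Their log2 ratio was -0.41 at sham, -0.14 at 3 dpa and 0.07 at 7 dpa, with 0.02 at sham when cells were named individually and 0.03 at 3 dpa under a stricter cell filter. The log2 ratio of the epicardium- or fibroblast-like share was 0.59, 0.02 and 0.29 at sham, 3 dpa and 7 dpa, and that of the mural-like share was 1.11, 0.06 and 0.09. B-like cells had log2 ratios of 2.59, -1.92 and 0.91. Erythrocyte-like cells made up 0.34% of the WT sham cells and 1.85% of the het sham cells, a log2 ratio of 2.44 (1.91 to 3.02); at 7 dpa their log2 ratio was 0.05 (-0.20 to 0.31). At 3 dpa it was 0.92 (0.73 to 1.11), and -1.89 under the stricter filter of at least 1000 UMIs, erythrocyte-like cells having a median of 757 UMIs. The distance between the class compositions of het and WT, the summed differences in share over all classes and the unnamed cells divided by 2, was 21.4 percentage points at sham (20.1 to 22.8, the central 95% of 1000 random redraws of the cells), 6.08 (4.87 to 7.67) at 3 dpa and 8.62 (7.58 to 9.94) at 7 dpa. Its sham value moved most, to 15.4 points, when expression was adjusted for the library before clustering.

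Injured libraries were then set against the sham library of the same genotype, to ask how amputation changed the composition. Epicardium- or fibroblast-like cells rose from 4.23% at sham to 10.1% at 3 dpa and 12.4% at 7 dpa in WT, log2 ratios of 1.25 and 1.56, and from 6.37% to 10.2% and 15.2% in het, log2 ratios of 0.68 and 1.25. Naming cells individually moved the het 3 dpa ratio of that share most, to 0. Endothelial-like cells fell by 1.68 (WT) and 1.74 (het) on the log2 scale from sham to 3 dpa. From sham to 7 dpa they rose by 0.26 in WT and fell by 0.63 in het. Thrombocyte-like cells fell by 1.47 (log2 interval -1.92 to -1.03) in WT and by 3.13 (-3.50 to -2.79) in het from sham to 3 dpa. At 7 dpa the thrombocyte-like share was above sham by 0.31 (0.03 to 0.58) in WT, or -0.14 with cells named individually, and below it in het, at -1.12 (-1.29 to -0.94). Erythrocyte-like cells rose by 3.64 (3.14 to 4.19) in WT and 2.12 (1.87 to 2.38) in het from sham to 3 dpa, the het value being -0.81 under the stricter filter. At 7 dpa the erythrocyte-like share was above sham by 2.70 (2.18 to 3.25) in WT and 0.31 (0.02 to 0.60) in het, the latter -0.02 with cells named individually. The cardiomyocyte-like share changed by 0.04 at 3 dpa and -0.47 at 7 dpa in WT, the latter 0.02 after adjustment for the library, and by 0.89 and 0.37 in het. Compositions differed from sham by 13.7 points at 3 dpa and 14.6 points at 7 dpa in WT, and by 25.9 and 14.8 points in het. The sham library entered every injury ratio of its genotype, and the het sham library was the one in which the cardiomyocyte-like share was lowest.

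**Figure D1:**
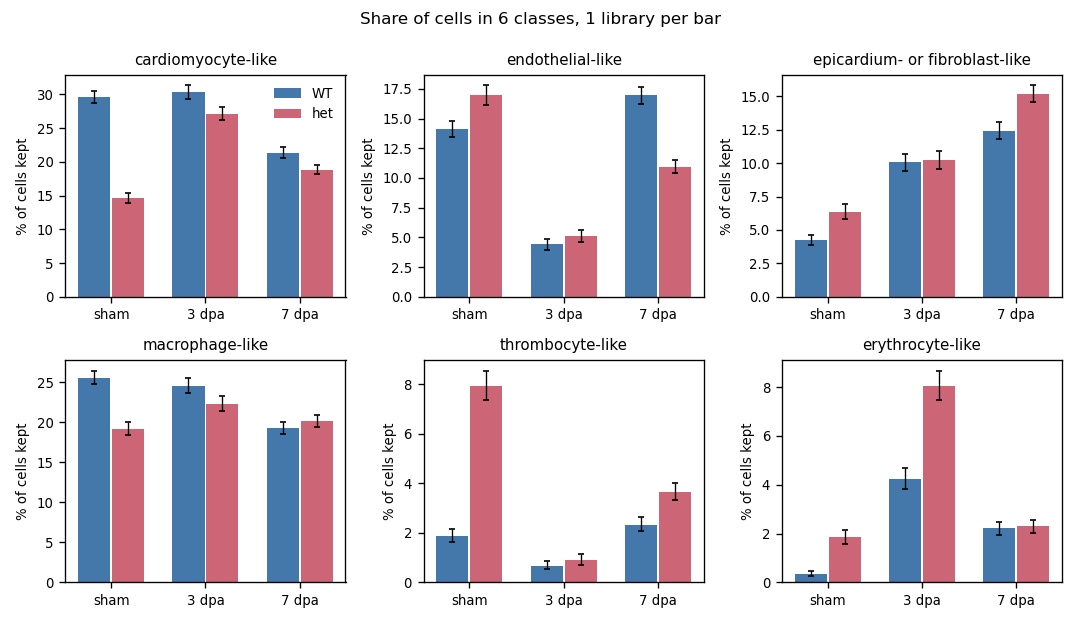
Percent of kept cells (y axis, from 0) in 6 classes for each of the 6 libraries, WT in blue and het in rose, each bar being 1 library and each error bar the exact 95% counting interval. The thrombocyte-like share was 1.88% in the WT sham and 7.94% in the het sham library, and the cardiomyocyte-like share 29.6% and 14.6%.

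Thrombocyte-like cells were examined next, since the series concerns cloche in platelet-like cells of the regenerating heart. In these cells mmp9 (ENSDARG00000042816) was counted 0 times in WT sham (floor of 3 UMIs, 8.30 CPM) and 0 times in WT 3 dpa (floor 29.0 CPM). It reached 297 CPM (249 to 350.3) in WT 7 dpa and 739 CPM (680.3 to 802) in het 7 dpa, against 5.06 CPM in het sham. At 7 dpa the log2 ratio of mmp9, het over WT, was 1.32 (1.05 to 1.60), and 0.93 without doublet removal, the alternative that moved it most. Few cells carried these UMIs. At least 1 mmp9 UMI was found in 12 of 264 thrombocyte-like cells of WT 7 dpa and in 44 of 453 of het 7 dpa. All 32 mmp9 UMIs of het 3 dpa (219 CPM) came from 1 of 75 cells, so that value rests on 1 cell. Over the 6 libraries mmp9 was found in 3.64% of thrombocyte-like cells (median depth 1785 UMIs), 0.344% of erythrocyte-like cells (757 UMIs) and 63.0% of neutrophil-like cells.

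Among transcription factor genes of blood and vessel lineages in thrombocyte-like cells, gata1a (ENSDARG00000013477) was higher in het than in WT at sham, at 128 against 69.2 CPM, a log2 ratio of 0.89 (0.28 to 1.55). Its ratios at 3 dpa and 7 dpa, 0.88 and 0.25, had intervals that included 0. For lmo2 (ENSDARG00000095019) it was 0.14, 0.50 and 0.33 (0.08 to 0.59) at sham, 3 dpa and 7 dpa. For tal1 (ENSDARG00000019930) and runx1 (ENSDARG00000087646) no genotype difference was detectable at any stage, runx1 having at most 21 UMIs in a library. Fibronectin fn1b (ENSDARG00000006526) was lower in het at each stage, with log2 ratios of -0.51, -0.31 and -0.29.

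In endothelial-like cells, etv2 (ENSDARG00000053868) stood at 19.8, 110.1 and 28.3 CPM in WT sham, 3 dpa and 7 dpa and at 62.9, 96.3 and 52.9 CPM in het. The log2 ratio of het over WT was 1.67 (1.35 to 2.00) at sham, -0.19 (-0.58 to 0.19) at 3 dpa and 0.91 (0.63 to 1.18) at 7 dpa. Its ratio over sham was 2.48 at 3 dpa in WT and 0.61 in het. The TMM scaling of edgeR, which moved the WT value most, gave 2.02. Another mix of clusters within the class was not tested as a source of these etv2 ratios. For gata4 (ENSDARG00000098952) no genotype difference was detectable in these cells. In epicardium- or fibroblast-like cells, nrg1 (ENSDARG00000104314) stood at 18.7, 11.6 and 18.2 CPM in WT and at 14.7, 8.35 and 11.4 CPM in het. Its log2 ratio of het over WT was -0.35 (-0.89 to 0.19) at sham, -0.47 (-0.83 to -0.11) at 3 dpa and -0.67 (-0.98 to -0.36) at 7 dpa, the last between -0.67 and -0.61 under the alternatives. The nrg1 ratio at 7 dpa differed between the 5 clusters of the class. It was -0.19 (-0.65 to 0.28) in the largest, -2.19 (-5.44 to 0.08) in the next, on 2 het and 9 WT UMIs, -2.21 (-3.99 to -0.74) on 5 and 19 UMIs, and -0.83 (-1.35 to -0.33) on 50 and 104 UMIs, while another, with 2 het and 10 WT cells at this stage, had 0 UMIs in het and 11 in WT, too few cells for a comparison. The ratio of vegfaa (ENSDARG00000103542) in the same class was 0.33 (0.22 to 0.44) at 3 dpa and 0.73 (0.62 to 0.84) at 7 dpa. That of postnb (ENSDARG00000104267), also a marker of the class, was 0.85 at sham, -0.67 at 3 dpa and -0.05 at 7 dpa, the last 0.01 under TMM scaling. Levels of aldh1a2 (ENSDARG00000053493) rose from sham to 3 dpa by 1.53 in WT and 0.92 in het, and those of tgfb1a (ENSDARG00000041502) by 2.44 and 1.77. At most 12 UMIs of il11a (ENSDARG00000037859) were counted in a library. In macrophage-like cells, the log2 ratio of het over WT for il1b (ENSDARG00000098700) was 0.41, 0.56 and 0.06 at sham, 3 dpa and 7 dpa, the last -0.01 under TMM scaling, and that of tnfa (ENSDARG00000009511) was 0.34, 0.40 and 0.11. For mmp13a, summed over 2 gene identifiers that share the symbol and also a leading gene of the neutrophil-like cluster, it was 1.27 at sham, -0.19 (-0.69 to 0.30) at 3 dpa and -1.01 at 7 dpa. In cardiomyocyte-like cells, nppa (ENSDARG00000052960) rose from sham to 3 dpa by 1.05 in WT and 1.36 in het, and nppb (ENSDARG00000052958) from sham to 7 dpa by 0.67 and 1.04.

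**Figure D2:**
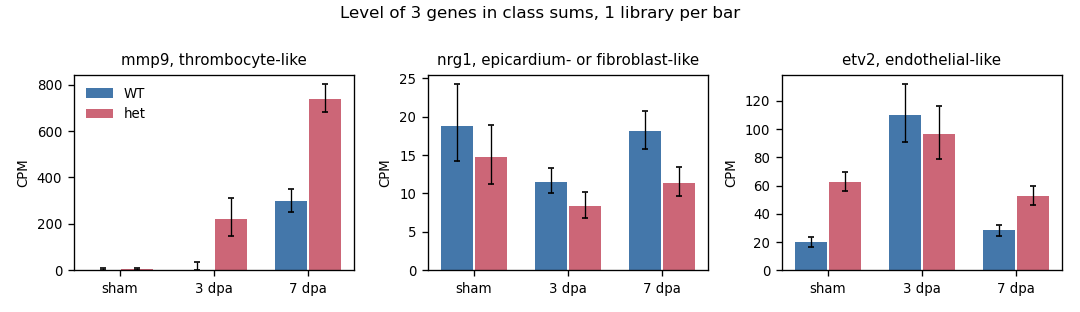
CPM (y axis, from 0) of mmp9 in thrombocyte-like cells, nrg1 in epicardium- or fibroblast-like cells and etv2 in endothelial-like cells, WT in blue and het in rose, each bar being 1 library and each error bar the exact 95% counting interval. At 7 dpa mmp9 stood at 297 CPM in WT and 739 CPM in het, and nrg1 at 18.2 and 11.4 CPM.

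To ask how far proliferation differed, cells with at least 2 UMIs of a list of 27 cell-cycle genes were counted after each cell was thinned to 1000 UMIs. Among macrophage-like cells the share was 4.26, 23.2 and 5.87% in WT sham, 3 dpa and 7 dpa and 6.12, 15.8 and 7.83% in het (unthinned 19.1, 52.2 and 23.8%, and 20.7, 36.6 and 23.2%). The log2 ratio of het over WT was 0.52 (0.11 to 0.93) at sham, -0.55 (-0.77 to -0.34) at 3 dpa and 0.41 (0.08 to 0.75) at 7 dpa, the last -0.03 without thinning. CPM of the list in these cells, 378, 1414 and 520.0 in WT and 551, 987 and 545 in het, ranked the genotypes in the same order at each stage. In epicardium- or fibroblast-like cells the share was 0 of 424 cells in WT sham (upper limit 0.866%), 22.9% in WT 3 dpa, 0.192% in het sham and 20.1% in het 3 dpa (unthinned 7.36, 54.7, 6.60 and 42.0%). At 3 dpa the genotypes did not differ detectably, at -0.19 (-0.50 to 0.12). At 7 dpa it was 1.04% in WT and 0.224% in het (unthinned 7.67 and 5.15%), a log2 ratio of -2.21 (-4.27 to -0.54) that rested on 4 het cells and was -0.02 under the stricter cell filter. CPM of the list in this class at 7 dpa was 109.9 (104.0 to 116.0) in WT and 58.4 (54.3 to 62.8) in het. It was 70.4 and 70.1 at sham, and 1692 and 1666 at 3 dpa. Endothelial-like cells had shares of 0.511, 1.51 and 0.991% in WT, 0.497 and 2.93% in het sham and 3 dpa, and 0 of 1221 cells in het 7 dpa (upper limit 0.302%); the unthinned shares were 4.61, 10.1 and 4.22%, and 2.83, 5.70 and 2.44%. CPM of the list in endothelial-like cells was 89.4, 207.1 and 114.9 in WT sham, 3 dpa and 7 dpa. In het it was 73.1, 245.9 and 58.3. In cardiomyocyte-like cells the share lay between 0.132 and 0.278% in every library, on 3 to 7 cells each, and no difference in this share between libraries was detectable (unthinned 7.38 to 20.4%). CPM of the list in these cells did differ: it was 51.25 (49.17 to 53.39) in WT 3 dpa and 32.54 (30.40 to 34.79) in het 3 dpa, and between 28.49 and 33.65 in the 4 sham and 7 dpa libraries. Free RNA of cycling cells of other classes was not tested as a source of that difference and stays open. Abundant macrophage transcripts stood in cardiomyocyte-like cells at a median of 0.81% of their macrophage-like level. Thinning left out between 8 and 205 cells per library in these 4 classes because they were shallower.

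**Figure D3:**
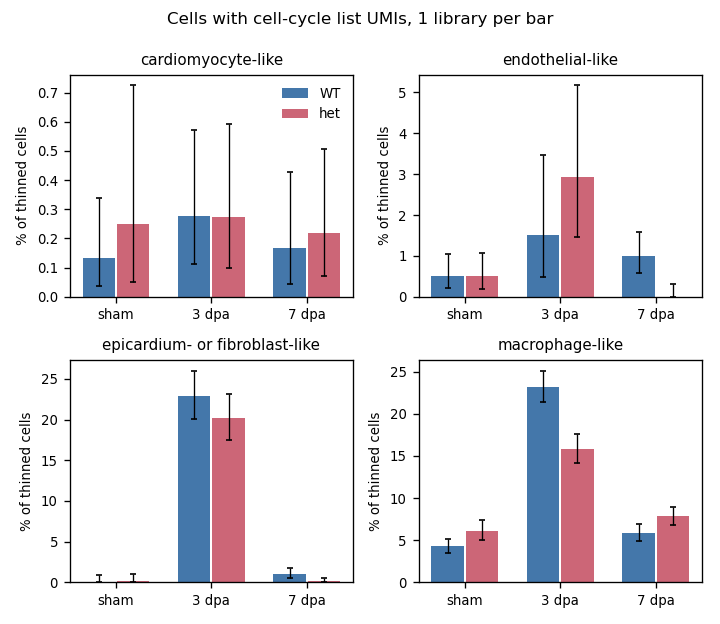
Percent of cells (y axis, from 0) with at least 2 UMIs of the cell-cycle list after thinning to 1000 UMIs, in 4 classes and 6 libraries, WT in blue and het in rose, each bar being 1 library and each error bar the exact 95% counting interval. At 3 dpa the macrophage-like share was 23.2% in WT and 15.8% in het, and the epicardium- or fibroblast-like share 22.9% and 20.1%.

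Genes with the largest genotype difference of the same sign at 3 and 7 dpa were named by a fixed rule in the 4 classes with at least 100 cells in every library, with log2 ratios of CPM after adding 10 CPM. In cardiomyocyte-like cells, mhc1uba (ENSDARG00000075963) was higher in het by 1.39 at 3 dpa and 0.77 at 7 dpa, FO704772.2 (ENSDARG00000116076) by 0.54 and 0.71, and mpped2 (ENSDARG00000034443) by 0.50 and 0.73. The larger pseudocount of 50 CPM moved mhc1uba most, to 0.75 and 0.30. Lower in het were zgc:152791 (ENSDARG00000039243), at -1.50 and -1.49, ifi45 (ENSDARG00000017489), at -1.04 and -1.70, and hspb6 (ENSDARG00000077236), at -0.98 and -1.23. At sham these 6 genes had ratios of 0.00, 0.09, 0.74, -0.57, -0.18 and -2.30, and hspb6 also led the cardiomyocyte-like cluster that came mostly from WT sham. The first gene in each direction was tbx3a (ENSDARG00000002216; 1.05 and 1.20) and cxcl12a (ENSDARG00000037116; -1.88 and -0.99) in endothelial-like cells, cxcl12a being higher in het at sham by 2.53. In epicardium- or fibroblast-like cells it was fthl31 (ENSDARG00000094210; 0.67 and 0.85, with -0.35 at sham) and rsad2 (ENSDARG00000004952; -1.05 and -2.10). In macrophage-like cells it was zgc:194101 (ENSDARG00000076828; 0.74 and 1.68, with -1.06 at sham) and si:dkey-188i13.9 (ENSDARG00000074754; -0.91 and -0.74).

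Thrombocyte-like cells fell short of 100 cells at 3 dpa (57 in WT and 75 in het), so their genes were named after the data had been seen, from the sham and 7 dpa pairs. Higher in het were boka (ENSDARG00000052129), by 1.24 at sham and 1.05 at 7 dpa, si:ch73-281n10.2 (ENSDARG00000097102), by 0.91 and 0.88, and gfi1b (ENSDARG00000079947), by 0.98 and 0.87. Lower were fkbp5 (ENSDARG00000028396), at -2.02 and -1.85, klf9 (ENSDARG00000068194), at -2.41 and -1.56, and adipor2 (ENSDARG00000101849), at -1.50 and -1.20. At 3 dpa, on 2 to 29 UMIs per library, these 6 genes had ratios of 0.18, -0.74, -1.30, -0.76, -0.21 and -0.54, so that si:ch73-281n10.2 and gfi1b had the opposite sign there. Both fkbp5 and klf9 were also lower in het in each of 4 other classes at both stages. From sham to 7 dpa, f13a1a.1 (ENSDARG00000045453) rose by 5.11 in WT and 5.00 in het, and mmp9 by 4.94 and 5.64. An unnamed cluster of 6004 cells with few UMIs was also led by f13a1a.1. Genes that fell were ppp2r2ca (ENSDARG00000100093), with log2 ratios of -1.07 and -1.03, spry2 (ENSDARG00000078308), with -1.01 and -0.86, and the gene with identifier ENSDARG00000102572, with -1.12 and -0.83.

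The response to injury was named in the same way from 3 dpa over sham in both genotypes. In cardiomyocyte-like cells hmgb3a (ENSDARG00000056725) rose by 2.82 in WT and 2.53 in het, cox7a2a (ENSDARG00000053217) by 2.29 and 2.32, and alas1 (ENSDARG00000021059) by 2.06 and 2.74. Those lower at 3 dpa were dap1b (ENSDARG00000086842), at -2.03 and -2.84, epdl1 (ENSDARG00000076386), at -1.93 and -2.39, and nr4a3 (ENSDARG00000055854), at -2.79 and -1.91. CU984600.2 (ENSDARG00000098204) led the rise in endothelial-like cells, at 3.47 and 3.25, and cyp2ad2 (ENSDARG00000021172) the fall, at -3.27 and -1.94. In epicardium- or fibroblast-like cells these were col12a1b (ENSDARG00000019601), at 5.82 and 5.07 (3.78 and 3.35 with a pseudocount of 50 CPM, the alternative that moved it most), and adh8a (ENSDARG00000091211), at -4.61 and -3.94. In macrophage-like cells they were fabp11a (ENSDARG00000017299), at 4.90 and 3.67, and mhc2b (ENSDARG00000104635), at -2.52 and -2.60. Several of these genes also led single clusters: hmgb3a, col12a1b, adh8a and mhc2b led clusters of their own class, and fabp11a led an unnamed cluster of 47 cells, 97.9% of them from WT 3 dpa, whose cells were not part of the macrophage-like sum. The gene fabp11a was also among the fixed endothelial markers. As such it kept that cluster, closest to cardiomyocytes, out of a class. Scaling moved all genes of a class together at this stage. Under TMM the log2 ratio of 3 dpa over sham shifted by -0.50 (WT) and -0.39 (het) in epicardium- or fibroblast-like cells, -0.46 and -0.31 in endothelial-like cells, and -0.38 and -0.31 in thrombocyte-like cells; in WT it shifted by -0.31 in macrophage-like and -0.28 in cardiomyocyte-like cells. For het over WT the TMM shift was between -0.15 and 0.15 in each class and stage.

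The similarity of the WT and het injury responses was described by the correlation of log2 ratios across genes, which are not independent replicates. At 3 dpa Pearson's r across genes was 0.891 in epicardium- or fibroblast-like cells (9316 genes), 0.590 in cardiomyocyte-like, 0.572 in macrophage-like and 0.435 in endothelial-like cells. At 7 dpa it was 0.743, 0.510, 0.076 and 0.512 in the same order, and the macrophage-like value was 0.22 without doublet removal. The genotype difference at 3 dpa against that at 7 dpa gave r across genes of -0.009 (cardiomyocyte-like, 10090 genes), -0.067 (endothelial-like, 2495), -0.015 (epicardium- or fibroblast-like, 8900) and -0.164 (macrophage-like, 10420). No class had a positive correlation of the genotype differences at the 2 injured stages.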

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

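Each result given here moved one way from sham to an injured stage in WT and the opposite way in het. The difference between the genotypes was not tested for any of them, since each group was 1 library. For the same reason a difference between single libraries and a difference between genotypes cannot be told apart, and the genotype stays open throughout as an untested explanation. The tests of the endothelial-like and thrombocyte-like shares among other cells were chosen only after the result was seen; so were those of the fall and rise of nppb in thrombocyte-like cells, while those of mmp13a and of the level of nppb in thrombocyte-like cells were not.

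From sham to 7 dpa the cardiomyocyte-like share changed by -0.47 on the log2 scale in WT and 0.37 in het, the endothelial-like share by 0.26 and -0.63, and the thrombocyte-like share by 0.31 and -1.12. The low cardiomyocyte-like share of the het sham library raises the shares of all other classes in it, and could by itself give a fall of these classes in het. Among cells other than cardiomyocyte-like ones, the endothelial-like share still moved apart, by 0.11 (0.01 to 0.20) in WT and -0.56 (-0.67 to -0.45) in het, which argues against that explanation as the whole cause. For thrombocyte-like cells the WT value became 0.15 (-0.13 to 0.42), an interval that includes 0, against -1.05 (-1.22 to -0.87) in het. Whether WT and het moved in opposite directions there stays open, as does the explanation for that direction, although the fall in het remained. Class naming bears on the direction as well: in WT the thrombocyte-like change was -0.14 when cells were named individually, and the cardiomyocyte-like change was 0.02 after adjustment for the library. The 0.02 rests at least in part on a cluster of 817 cells closest to cardiomyocytes, 98.4% from WT sham, left unnamed after that adjustment. The het sham library enters all 3 het values.

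In endothelial-like cells etv2 rose from sham to 7 dpa by 0.52 (0.17 to 0.87) in WT and changed by -0.25 (-0.49 to -0.01) in het. The alternatives gave 0.46 to 0.55 in WT and -0.28 to -0.24 in het, so the scaling, the cell filter, doublets and the resolution of the clusters did not account for the opposite signs. Another mix of clusters within the class was not tested for etv2 and stays open. A cluster led by plvapb held 158 of 1452 endothelial-like cells in WT sham and 262 of 1920 in WT 7 dpa. In het it held 336 of 1412 at sham and 344 of 1355 at 7 dpa. The het sham level of etv2, 62.9 CPM against 19.8 CPM in WT sham, set the direction in het, and that level rests on 1 library.

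In macrophage-like cells il1b changed by 0.05 in WT and -0.30 in het from sham to 7 dpa. The WT value was -0.01 without doublet removal, and TMM and the median of ratios each shift it by -0.05, about its own size. Whether il1b rose in WT therefore depends on the treatment of doublets and on the scaling, and no explanation of the fall in het was tested.

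Also in macrophage-like cells, mmp13a changed from sham to 7 dpa by 1.29 in WT and -0.99 in het. RNA or doublets of neutrophils are a candidate source, because a neutrophil-like cluster was led by mmp13a. A list of 4 abundant neutrophil transcripts (lyz, mpx, npsn and lect2l, all of them also markers of the class) stood in macrophage-like cells at a median of 0.06% of its level in neutrophil-like cells, and mmp13a at 0.21%. The single genes of the list ranged from 0.05% to 1.24%, the last for lect2l, so mmp13a lay within their range and neutrophil RNA stays open. Sums over 2 identifiers that share the symbol mmp13a leave open how the counts were divided between copies.

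In thrombocyte-like cells fn1b changed from sham to 7 dpa by -0.13 (-0.23 to -0.03) in WT and 0.09 (0.01 to 0.16) in het. Under TMM scaling the WT value was -0.06, and without doublet removal the het value was 0.16; the signs did not change under any of the 6 alternatives. Beyond these settings no explanation of the changes was tested.

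In cardiomyocyte-like cells nppb changed from sham to 3 dpa by -0.08 in WT and 0.59 in het. The WT value was -0.36 under the median of ratios, and the het values were 0.55 to 0.61 under the alternatives. Scaling therefore moved the size in WT but not the opposite signs.

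In thrombocyte-like cells nppb changed from sham to 3 dpa by -1.59 (-3.09 to -0.39) in WT and 1.71 (0.90 to 2.47) in het, on 6 UMIs in WT 3 dpa and 20 in het 3 dpa. RNA of cardiomyocytes is a candidate source. A list of 4 abundant cardiomyocyte transcripts (myl7, cmlc1, tnnt2a and tnnc1a), which the studied tissue expresses throughout, stood in thrombocyte-like cells at a median of 10.75% of its level in cardiomyocyte-like cells, and nppb at 10.10%. The level of nppb over the 6 libraries is thus in line with that of other cardiomyocyte transcripts found there. From sham to 3 dpa the list went from a median of 12.27% to 10.95% in WT and from 4.78% to 8.91% in het. With the change of nppb in cardiomyocyte-like cells added, RNA of cardiomyocytes would give a change of 1.49 in het, within the interval of the rise seen there, and of -0.24 in WT, just outside the interval of the larger fall. In the same WT cells nppa rose by 0.88 (0.27 to 1.47). The fall in WT rests on 6 UMIs at 3 dpa, so whether RNA of cardiomyocytes accounts for its size stays open.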

How the results depend on the processing

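No alternative was added after the results had been seen. Over 21 alternatives, 423 results were recomputed, which gave 3100 values. For the 24 results that answer a comparison directly, 170 alternative values lay within the counting interval of the reported value, 33 lay outside it and 1 had the opposite sign. For the other 399 results, 2341 values lay within the interval, 541 outside it, and 14 had the sign opposite to a reported value whose interval excluded 0. Of the 541, 461 were nearer 0 than the reported value and 80 farther from it. The pseudocount of 50 CPM gave 104 of them, 103 nearer 0, which its construction brings about. TMM gave 82, of which 62 were nearer 0, the median of ratios 82, of which 63 were nearer 0, no doublet removal 79, of which 74 were nearer 0, and the stricter cell filter 62, of which 49 were nearer 0.

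With cells named individually the het over WT ratio of the thrombocyte-like share was 3.65 at sham and 1.79 at 7 dpa, and the ratios of that share over sham were -0.56 (WT) and -3.91 (het) at 3 dpa and -0.14 (WT, opposite in sign) and -1.99 (het) at 7 dpa. Individual naming takes no account of free RNA. Cardiomyocyte transcripts stood in thrombocyte-like cells at a median of 12.27% of their cardiomyocyte-like level in WT sham and 4.78% in het sham. These values may therefore depend on free RNA. The macrophage-like ratio of het over WT became 0.02 at sham and the endothelial-like one -0.09 at 3 dpa. At 3 dpa fabp11a, a fixed endothelial marker, stood in macrophage-like cells at 5820 CPM in WT and 2465 CPM in het. Individual naming can therefore move such cells to the endothelial-like class at that stage. In het, the 3 dpa over sham ratio became 0 for epicardium- or fibroblast-like and -0.23 for macrophage-like cells, and the 7 dpa over sham ratio became -0.02 for erythrocyte-like cells. The composition distance became 3.90 points between genotypes at 3 dpa and 10.27 at 7 dpa, and from sham 9.49 points at WT 3 dpa, 23.67 at het 3 dpa and 8.80 at WT 7 dpa; the cause was not tested.

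With the stricter cell filter the het over WT ratio at 3 dpa became 0.03 for macrophage-like and -1.89 for erythrocyte-like cells. In het, the ratio over sham became -0.81 at 3 dpa for erythrocyte-like and -1.30 at 7 dpa for thrombocyte-like cells. The distance became 19.28 points at sham and 3.89 at 3 dpa between genotypes, and from sham 17.00 at WT 3 dpa, 33.16 at het 3 dpa, 13.08 at WT 7 dpa and 16.23 at het 7 dpa; the cause was not tested. After ComBat on the library the WT ratio of the cardiomyocyte-like share, 7 dpa over sham, became 0.02. In that setting a cluster of 817 cells closest to cardiomyocytes, 98.4% of them from WT sham, was left unnamed. It was kept out by markers of another class among its leading genes. This lowers the cardiomyocyte-like share of WT sham, so the 0.02 rests at least in part on the naming rule. The distance became 15.37 points at sham and 7.07 at 7 dpa between genotypes, and from sham 20.08 at WT 3 dpa and 12.92 at WT 7 dpa; the cause was not tested, and since each library is its own group ComBat also removes differences between groups.

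Over named cells only, the distance was 24.64 points between genotypes at sham, and from sham 15.86 at WT 3 dpa, 34.09 at het 3 dpa, 18.02 at WT 7 dpa and 18.66 at het 7 dpa, larger in each case, with the unnamed cells left out of the total by construction. Without erythrocyte-like cells it was 4.17 points between genotypes at 3 dpa and 12.48 from sham to WT 3 dpa. Without doublet removal it was 8.06 points between genotypes at 3 dpa and 7.33 at 7 dpa, at resolution 2 it was 4.83 between genotypes at 3 dpa, and with no further filter on barcodes 13.43 from sham to WT 7 dpa; the cause was not tested.

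Of the ratios of single genes, il1b in macrophage-like cells, het over WT at 7 dpa, became -0.01 both under TMM and under the median of ratios, and its 7 dpa over sham ratio in WT became -0.01 without doublet removal. The ratio of postnb in epicardium- or fibroblast-like cells, het over WT at 7 dpa, became 0.01 under TMM. Without thinning, the macrophage-like cell-cycle ratio of het over WT at 7 dpa became -0.03. The correlation across genes of the genotype differences at 3 and 7 dpa in epicardium- or fibroblast-like cells, -0.01, became -0.05 with a pseudocount of 1 CPM. In each case the cause was not tested.

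The thrombocyte-like share stayed higher in het than in WT under every alternative run, with log2 ratios of 2.06 to 3.65 at sham, 0.30 to 0.53 at 3 dpa and 0.65 to 1.79 at 7 dpa. For npas4l in all cells, het over WT, the alternatives gave -0.80 to -0.53 at sham, -0.08 to 0.07 at 3 dpa and 0.12 to 0.27 at 7 dpa. The cardiomyocyte-like cell-cycle ratio of het over WT ranged from -1.27 to 1.25 at sham, on 4 WT and 3 het cells, so these data set no direction for it. The naming rule gave 60 names (3 in each direction for genotype and for injury, in 4 classes and in thrombocyte-like cells), some genes being named in more than 1 class. Of these names, 35 were given again with a pseudocount of 1 CPM, 36 with 50 CPM, 54 and 46 with minimums of 20 and 200 UMIs, 53 under TMM, 52 under the median of ratios, 60 without hemoglobin genes, 55 under the stricter filter, 44 without doublet removal and 58 at resolution 2. Classes differed in this. Of the 6 thrombocyte-like genotype names, 2 were kept with either UMI minimum and 3 without doublet removal. All 6 were kept with a pseudocount of 1 CPM, under TMM and under the median of ratios. Of the 6 macrophage-like genotype names, 1 was kept with a pseudocount of 1 CPM, and all 6 with either UMI minimum.

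Scrublet's automatic threshold was not run as an alternative, since it marked under 0.5% of the barcodes in 4 of the 6 libraries. Replicates were not paired, because each group was 1 library and the labels carry no replicate numbers. The genotypes were also not tested against each other with the stages as pairs. Depth limits the results for 3 dpa thrombocyte-like cells, 57 in WT and 75 in het, and for npas4l, which had at most 64 UMIs in a library.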

Other observations

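The tests of the thrombocyte-like share, of nppa in other cells, of the number of barcodes and of the level of the interferon genes were chosen only after the result was seen. The tests of mmp9, the relation of the interferon list between classes, linked alleles, nrg1 by cluster, and fkbp5 and klf9 were written down before their values were computed, though on patterns already seen in the same data. A difference between single libraries stays open for every genotype difference below, because each group was 1 library, and so does the genotype itself, untested.

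The larger thrombocyte-like share of the het sham library (log2 ratio 2.08) is not accounted for by its low cardiomyocyte-like share as the whole cause. Among cells other than cardiomyocyte-like ones, the ratio was still 1.80 (1.56 to 2.03), while the other classes moved apart, from -0.69 (-0.78 to -0.60) for macrophage-like to 3.12 (1.63 to 5.07) for glial-like cells. The cell filter, doublet removal and class naming do not account for it either, since the lowest ratio over the alternatives was 2.06. Residual blood in the ventricles stays open: the erythrocyte-like share was raised in the same library by 2.44, as blood left in the tissue would raise it, but the shares did not go together between stages. From sham to 3 dpa the erythrocyte-like share rose by 3.64 (WT) and 2.12 (het), while the thrombocyte-like share fell by 1.47 and 3.13. At 7 dpa (0.65), the filter, doublet removal and naming again gave no ratio under 0.65. Residual blood cannot be told apart there from another source, because the erythrocyte-like ratio was 0.05 (-0.20 to 0.31) while B-like cells had a ratio of 0.91.

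The level of mmp9 in thrombocyte-like cells of the injured libraries could come from RNA or doublets of neutrophils. A list of 4 neutrophil transcripts stood in thrombocyte-like cells at a median of 0.22% of its neutrophil-like level, the highest being 0.36%, while mmp9 stood at 12.76%. Neutrophils or their RNA would bring their abundant transcripts too, so they do not explain mmp9 as a whole. Expression by cells of the thrombocyte-like cluster stays open as a hypothesis, as does a contribution of other cell types, for which mmp9 was not tested; mmp9 was found in 3.64% of these cells only.

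Lower nrg1 in epicardium- or fibroblast-like cells of het at 7 dpa is not explained by another mix of clusters within the class, the ratio with the same mix being -0.69 (-1.02 to -0.39). Depth per cell was lower in het, at a mean of 6847 against 8370 UMIs, and its part was not tested. Within the largest cluster the ratio was -0.19 (-0.65 to 0.28), not a detectable difference, while it was lower in het beyond counting error in 2 others, at -2.21 on 5 het and 19 WT UMIs and at -0.83 on 50 and 104. The sham difference was not detectable, and a genotype difference at 7 dpa may stand behind these values but rests on 147 UMIs of nrg1 in het and 214 in WT.

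Both fkbp5 and klf9, lower in thrombocyte-like cells of het at sham and 7 dpa, were lower in the 4 other classes too: all 16 values were below 0, from -2.87 to -0.66, with a median of -1.65. A state of the whole library, rather than of thrombocyte-like cells, is therefore a candidate explanation. Whether the state came from the genotype or from the handling of the fish or cells cannot be told apart with 1 library per group.

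A macrophage-like cluster led by cxcl11 and mx genes held 4.74% of the WT sham cells and 3.15% of the het 7 dpa cells, against 1.45% or less in the other libraries. Interferon genes raised in that cluster alone, with its free RNA in other cells, was tested as an explanation for interferon genes seen in other classes. A list of 19 interferon-stimulated genes, 2 of which (ifi45 and rsad2) were also named from these libraries, was followed over the 6 libraries. In endothelial-like cells its slope on macrophage-like cells was 165.82%, where abundant macrophage transcripts stood at 3.55%. Pearson's r was 0.99 (exact permutation p = 0.0125, adjusted 0.0167) and Spearman's rho 0.89 (exact permutation p = 0.0333, adjusted 0.0333). In cardiomyocyte-like cells the slope was 68.5% and r 0.94 (exact permutation p = 0.0181, adjusted 0.0181), with rho 0.94 (exact permutation p = 0.0167, adjusted 0.0222). Without the WT and het 3 dpa libraries r fell to 0.38 and 0.14, so the relation rests on those 2 libraries. Levels argue against free RNA of that cluster as the whole source. In endothelial-like cells the interferon genes stood at a median of 27.85% or more of their macrophage-like level in each library, where the highest of 5 macrophage transcripts reached 6.46%. In cardiomyocyte-like cells the lowest median was 5.03%, in het 7 dpa, where the highest macrophage transcript stood at 0.62%. The list was also highest in the WT and het 3 dpa libraries, in which the cluster held 0.49% and 0.10% of the cells. Interferon genes raised in several classes of a library stay open as a hypothesis, and the stage and a shared batch cannot be told apart for the 3 dpa libraries. The tests were two-sided, over all 720 orders of the libraries, and adjusted by the Benjamini-Hochberg method over 4 relations, counting the pair that follows. They treat libraries of different stages and genotypes as exchangeable, so a small p-value can reflect the stage or a batch.

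UMIs of nppa, a cardiomyocyte transcript, were found in macrophage-like and endothelial-like cells, which is consistent with free RNA of cardiomyocytes. Over the 6 libraries its level in macrophage-like cells followed its level in all cells, with r of 0.94 (exact permutation p = 0.0014, adjusted 0.0028) and rho of 1.00 (exact permutation p = 0.0028, adjusted 0.0056). In endothelial-like cells r was 0.98 (exact permutation p = 0.0014, adjusted 0.0028) and rho 1.00 (exact permutation p = 0.0028, adjusted 0.0056). Without the WT and het 3 dpa libraries r was 0.98 and 0.97.

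Alleles linked to the cloche locus could give differences between het and WT in single genes, if the lines differ around it. Among 100 matched neighbours of npas4l by gene order in assembly GRCz12tu, all on 1 side because npas4l was the last matched gene of its chromosome, between 46 and 68 reached 50 UMIs in a class. The highest percentile of their median difference among 10000 random lists over the 4 classes was 87.86, in endothelial-like cells. Since under 80% of the neighbours had a value the test is void, and linked alleles cannot be told apart from other causes; none of the genes named by the rule was among these neighbours.

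More barcodes than the 12000 cells loaded were found in 3 libraries (12037, 13534 and 14816). Whether barcodes with few UMIs that are not whole cells are the reason stays open: under the stricter filter the highest number in any library was 10364, below the number loaded, but a stricter filter lowers the number whatever the removed barcodes are. The 3 dpa libraries of both genotypes also had the highest mitochondrial shares, 8.92% and 9.78%, for which the stage and a shared batch cannot be told apart. Of the 47 cells of an unnamed cluster, 46 came from WT 3 dpa and 1 from het 3 dpa, and no explanation of it was tested.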
